A study of Homo sapiens with 2 samples. Its data were reported in "NUDT21 Drives T‐Cell Acute Lymphoblastic Leukemia Through Dual Regulation of Alternative Polyadenylation and Transcriptional Activation" (2026).

How the data were processed

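The series held 2 samples of J-Gamma1 cells, 1 made with a NUDT21 antibody and 1 input. Per the labels, cells were irradiated on ice with UV-C light of 254 nm at 400 mJ per irradiation, lysed for 15 min, and treated with 40 U of RNase I for 5 min before eCLIP library construction. The groups were taken from the treatment label. The peak list of the antibody library was analysed; no file of the input library was used here.

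The authors trimmed the reads of this single replicate with fastp, corrected and removed duplicates by unique molecular identifier, removed ribosomal RNA reads and mapped the rest to hg38. They called peaks with MACS2, with local background windows of 1000 and 10000 nt, duplicates limited to 1 and a stated q-value threshold of 0.05, and searched for motifs with Homer. The aligner and whether the input served as the control of the peak calling were not stated. The deposited list gave each peak's position, length, Score, fold enrichment, p-value and FDR, with no strand. Although the stated threshold was a q-value, the deposited p-value of each peak was under 0.05, and the deposited FDR, a q-value, was under 0.05 for 19 peaks only.

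The deposited fold enrichment is a ratio of pileup to local background, and the values show that it equals Score plus 1 over the background plus 1. The unit of the deposited Score is not stated by the authors. From its values it is a pileup in whole steps of 0.228. Solving the ratio for the background gave values at whole multiples of 0.0048, the shortest peak over the long window, for 98.6% of peaks (within 2.0% of a unit, where values at random would give 4%). Whole multiples of 0.048, the shortest peak over the short window, made up 86.4%. These units would arise from a control counted at 1 per read with the antibody pileup scaled down to it, about 4.39 antibody reads per unit of Score. That scale is an inference from the values. The pipeline sets limits on the measurements: without strand, a peak is given to a gene by position alone, and 1 replicate leaves no measure of its reproducibility.

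Peak coordinates were counted from 1, since each length equalled end minus start plus 1, and no peak reached past the end of its chromosome in the hg38 reference. Regions came from GENCODE 44 (all transcripts), with the midpoint of the peak assigned in the order 3'UTR, 5'UTR, CDS, noncoding exon, intron, intergenic. The 3'UTR and CDS regions were those of protein-coding genes other than readthrough genes. In 97 cases a 3'UTR peak lay in genes of both strands; these were left out of counts on the gene strand, which left 5505. The 6 peaks on sequences other than the main chromosomes were left out of the regions within genes.

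Shares have exact Clopper-Pearson 95% intervals, which cover counting error only. UGUA was counted in the reference sequence, as density per kb in 3'UTR peaks against the parts of the same 3'UTRs outside every peak, with intervals from 1000 bootstrap draws of genes. Intervals of the ratio of median fold enrichments came from 1000 draws of peaks. Random expectations came from 100 placements of the same peak lengths, in gene bodies, in exons or in the same 3'UTRs, and are given as a mean with the lowest and highest placement. Gene lists were compared with 10000 random lists of the same size, matched on 3'UTR length in 10 bins, within genes with any exonic peak; the bounds given beside their median enclose 95% of the lists. Peaks are not replicates, so no p-value was computed across peaks or genes. All steps used a fixed seed, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.

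The counting was tested on simulated data. With motifs added to 400 simulated 3'UTR peaks, the density ratio was 3.52 where 3.60 was put in, and the opposite strand gave 1.01. For 400 peaks placed at random the ratio was 1.05 (0.961 to 1.17). The recalculation of p-values returned 100% of 2000 simulated ones, at a wider tolerance than the 0.1% of log10 p used for the deposited values.

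The comparisons, the main settings, the named genes and most alternatives were fixed before the data were examined. The alternatives were an FDR under 0.05, peaks at or above the median fold enrichment, a fold enrichment of at least 2, merging of peaks within 100 nt, any overlap with a 3'UTR, CDS in precedence and 1 transcript per gene. Others were the central 100 nt of a peak, extension by 50 nt, the motifs UGUAA or UGUAU, the 11 other orders of the bases of UGUA, distances of 50 and 300 nt, a wider gene list, all protein-coding genes as background and random placement in exons. With CDS in precedence, CDS was also left out of the 3'UTR sequence outside peaks. Within peaks, only those with midpoints in CDS were dropped, and parts of the kept peaks that lay in CDS were still counted. Limits of 2 and of 5 Score steps, the omission of nonsense-mediated decay transcripts, the classes of Score, the spacing of peaks, the placement of exonic peaks alone in exons, the strand ratio in peaks over that outside, and the limit of 5 steps together with CDS in precedence were chosen after the data had been seen.

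Genes named whatever their values were UBE2D3, UBE2N, UBE2J1, NUDT21, CPSF6, MYC, HMGA1, CDK1, HMGB2 and BCL2. Genes named by value were those of the 10 peaks with the highest fold enrichment among peaks with an FDR under 0.05, and the 5 genes with most 3'UTR peaks; a tie for the last place was given in full, which made 6. The list of cleavage and polyadenylation factors was CPSF1, CPSF2, CPSF3, CPSF4, CPSF6, CPSF7, FIP1L1, WDR33, SYMPK, CSTF1, CSTF2, CSTF2T, CSTF3, NUDT21, PCF11, CLP1, RBBP6, PAPOLA, PAPOLG, PABPN1, CDK9 and SSU72.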

Results

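To ask whether NUDT21 acts directly at the 3' ends of its target transcripts, the study mapped its RNA contacts by eCLIP-seq in J-Gamma1 cells, an established T-cell acute lymphoblastic leukemia (T-ALL) line derived from Jurkat. NUDT21 is the subunit of the cleavage factor I complex that recognises UGUA in RNA. In eCLIP-seq, UV light crosslinks protein to RNA, the complexes are pulled down with an antibody, and the recovered RNA is sequenced beside an input library made without selection by the antibody. The series held 1 NUDT21 antibody library and 1 input library. The data analysed here were the peak list of the antibody library, and no file of the input library was used here. There was no replicate, so no difference between conditions was tested, and every interval covers counting error only. The list gave no read totals, so the depth of both libraries was unknown. Scores, fold enrichments and p-values of peaks were the authors' own values and were used only to describe, rank and filter peaks within the list.

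The list held 20499 peaks in hg38 coordinates, none with a strand and none overlapping another. Peak length ranged from 48 to 500 nt, with a median of 155 nt (quartiles 77 and 295 nt). Fold enrichment over the local background ranged from 1.17 to 7.14, with a median of 1.61, and 7039 peaks shared the lowest value. The p-values reached from 1.37e-11 to 0.04996, and 11555 peaks (56.4%) had the same p-value of 0.0469. The false discovery rate (FDR) was 1 for 20383 peaks (99.4%) and its lowest value was 0.00159. With the list restricted to an FDR under 0.05, the alternative that moved the peak count most, 19 peaks were left. Of these, 8 lay in coding sequence (CDS), 6 in 3'UTRs, 4 in 5'UTRs and 1 in an intron.

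The Score of a peak took 44 distinct values from 0.23 to 10.25, all of them whole multiples of 0.228, called a step here. The median was 3 steps and the maximum 45 steps. A total of 7216 peaks (35.2%) stood at 1 step and 11822 (57.7%) at 4 steps or fewer. Peaks of 4 steps or fewer were longer, with a median of 255 nt, than the 8677 peaks of 5 or more steps, with a median of 77 nt. The division at 5 steps was chosen after the data had been seen.

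**Figure D1:**
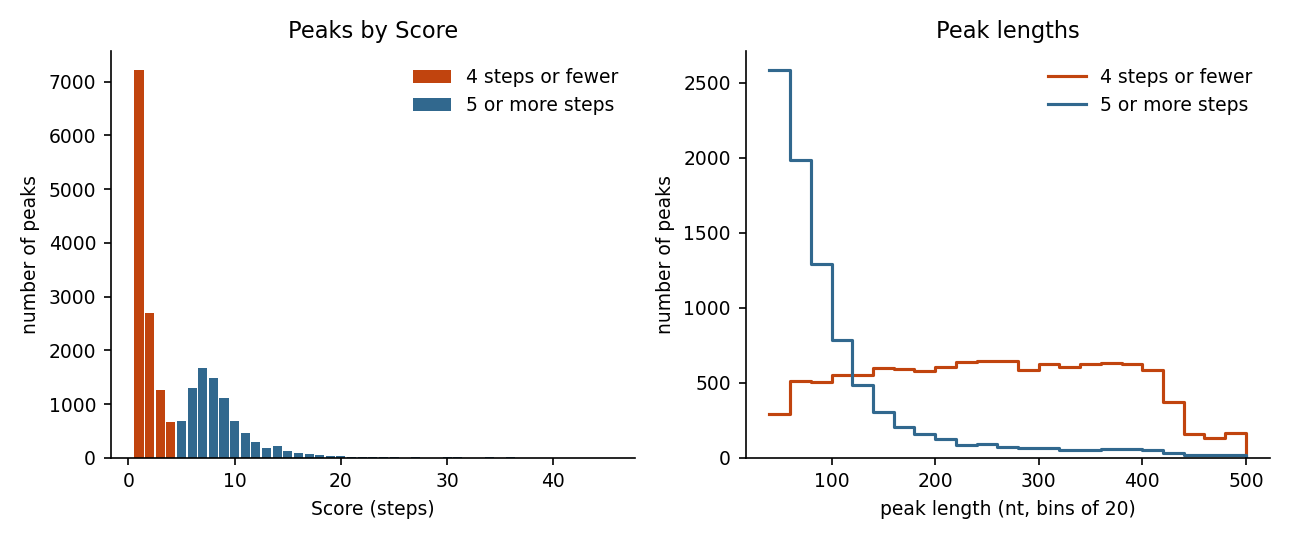
Number of peaks at each Score, in steps (left), and number of peaks by length in nt (right), with orange for peaks of 4 steps or fewer and blue for peaks of 5 or more steps. The tallest bar is the 7216 peaks of 1 step, and the median length is 255 nt in the orange class against 77 nt in the blue class.

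To see where the peaks fell, each was assigned by its midpoint to 1 annotated region. The 3'UTRs held 5602 peaks, 27.3% of the list (exact Clopper-Pearson 95% interval 26.7 to 27.9). Introns held 7801 peaks (38.1%, 37.4 to 38.7), CDS 4355 (21.2%, 20.7 to 21.8), noncoding exons 1205 (5.88%, 5.56 to 6.21) and 5'UTRs 606 (2.96%, 2.73 to 3.197). A further 924 peaks (4.51%, 4.23 to 4.80) were intergenic. The alternative that moved the 3'UTR share most was the limit of 5 or more steps, which gave 42.8% (41.7 to 43.8). In the other direction, the use of 1 transcript per gene gave 15.6% (15.1 to 16.1). In the main assignment a 3'UTR of any transcript took precedence, and 1850 of the 5602 3'UTR peaks (33.0%) also lay in CDS of another transcript.

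When the same peaks were placed at random in the bodies of genes that held a peak, a mean of 8.18% fell in 3'UTRs (range 7.81 to 8.56 over 100 placements). The measured share was 3.34 times that value. The corresponding ratio was 5.20 for CDS, 1.91 for 5'UTRs, 1.02 for noncoding exons and 0.501 for introns. Random placement in the exons of the same genes gave a mean of 41.9% in 3'UTRs (41.3 to 42.5), and against this background the ratio was 0.653. That ratio is low by construction, since intron peaks count in the measured share and none can be placed in an intron. A comparison of like with like, added after the data had been seen, placed only the exonic peaks in exons. Of 11768 exonic peaks 47.6% (46.7 to 48.5) lay in 3'UTRs, against 44.1% (43.2 to 45.3) at random, a ratio of 1.08, while the ratio for CDS was 1.51. Among peaks in UTRs and CDS only, the 3'UTR share was 53.0% (52.1 to 54.0) against 57.4% (56.3 to 58.8), a ratio of 0.924, and with CDS in precedence the ratio among exonic peaks was 0.889. Among peaks in UTRs and CDS with CDS in precedence it was 0.761. The side of 1 on which 3'UTRs fell within exons thus depended on what was counted. Among peaks of 5 or more steps, 42.8% (41.7 to 43.8) lay in 3'UTRs, against 10.4% (9.54 to 11.2) for random placement in gene bodies. With exonic peaks of this class placed in exons, the 3'UTR ratio was 1.08 among exonic peaks and 0.878 among peaks in UTRs and CDS. With CDS in precedence these ratios were 0.776 and 0.633.

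**Figure D2:**
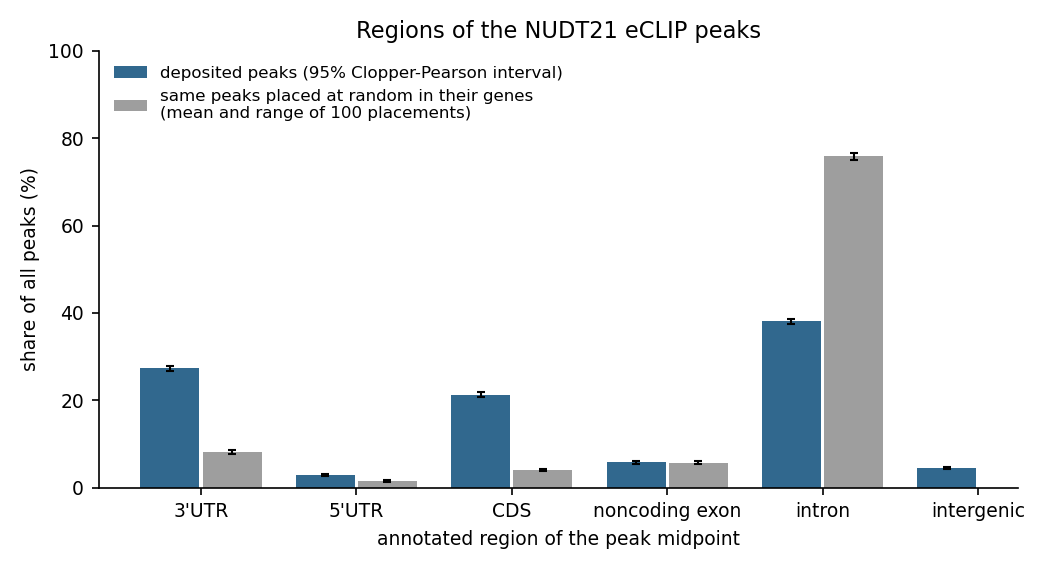
Share of all peaks (%) in each annotated region, with exact Clopper-Pearson 95% intervals (blue), beside the mean and range of 100 random placements of the same peaks in their genes (grey; none was made for intergenic peaks). The 3'UTR share was 27.3% against a random mean of 8.18%, and the CDS share 21.2% against 4.08%.

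The region of a peak moved with its Score. The 3'UTR share was 10.2% (9.52 to 10.9) at 1 step, 25.1% (23.8 to 26.3) at 2 to 4 steps, 44.2% (42.8 to 45.6) at 5 to 8 steps, 41.2% (39.5 to 43.0) at 9 to 16 steps and 35.4% (30.3 to 40.8) at 17 steps or more. The intron share fell over the same classes from 66.5% (65.4 to 67.6) to 3.604% (1.88 to 6.21). The median fold enrichment of 3'UTR peaks was 2.12, which is 1.53 times (95% bootstrap interval 1.51 to 1.55) that of all other peaks. Among peaks of 5 or more steps, the alternative that moved it most, this ratio was 0.969 (0.965 to 0.981), the opposite direction.

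In all, 2726 protein-coding genes had a 3'UTR peak, 14.3% of the 19007 with an annotated 3'UTR. Of these genes, 1493 (54.8%) had 1 such peak and 1233 (45.2%) had more. At an FDR under 0.05, the alternative that moved this count most, 5 genes were left.

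NUDT21 recognises UGUA, so the motif was counted on the strand of the gene in 5505 3'UTR peaks and in the parts of the same 3'UTRs outside every peak. The density was 4.91 per kb in peaks and 5.18 per kb outside, a ratio of 0.948 (95% bootstrap interval over genes 0.909 to 0.985). On the opposite strand of the same sequence the ratio was 0.910 (0.873 to 0.947). For the 11 other orders of the same 4 bases, the ratio lay between 0.899 and 0.966, with a mean of 0.930, so UGUA stood within their range. In peaks of 5 or more steps the ratio of UGUA was 0.930 (0.871 to 0.9904), and the other orders lay under it, from 0.798 to 0.906. The alternative that moved the ratio most was an FDR under 0.05, which gave 0.726 (0.366 to 1.61). In peaks of 5 or more steps with CDS in precedence, the ratio was on the other side of 1, at 1.06, with an interval of 0.995 to 1.14 that includes 1. That pair of choices was combined after the data had been seen. Across the classes of Score from 1 step to 17 or more steps the ratio lay between 0.849 and 0.962, and no interval lay above 1.

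UGUA was 1.29 times (1.22 to 1.36) as frequent on the gene strand as on the opposite strand in 3'UTR peaks and 1.24 times (1.22 to 1.26) outside peaks. The value in peaks over that outside was 1.04 (0.987 to 1.09), an interval that includes 1. Each of the 11 other orders had a value under UGUA, from 0.893 to 0.991. The difference from the other orders came with the opposite strand, on which the density ratio of UGUA, 0.910, was the lowest of the 12. In peaks of 5 or more steps the value in peaks over that outside was 1.09 (1.01 to 1.18). With CDS in precedence as well it was 1.17 (1.07 to 1.28). The strand ratio itself was then 1.65 in peaks and 1.42 outside. With CDS in precedence over all peaks, the strand ratio rose to 1.41 in peaks and also to 1.35 outside. With 1 transcript per gene it rose to 1.42 in peaks and 1.39 outside. With only peaks of FDR under 0.05, which moved the strand ratio in peaks most, it was 4 (1.33 to 5.0).

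At least 1 UGUA was present in 40.9% of 3'UTR peaks (39.6 to 42.2), against a mean of 42.9% (41.1 to 44.3) for windows of the same lengths placed at random in the same 3'UTRs. For peaks of 5 or more steps the share was 31.3% (29.8 to 32.8), against 34.2% (32.3 to 36.4) at random. The alternative that moved the share most was an FDR under 0.05, at 66.7% (22.3 to 95.7). Over all regions, 44.9% (44.2 to 45.6) of the 19569 peaks within genes held UGUA on the gene strand. On either strand, 60.1% (59.4 to 60.7) of the 20493 peaks on the main chromosomes did. The share differed with region and length: it was 62.4% (61.3 to 63.5) in intron peaks, whose median length was 263 nt, and 21.03% (19.8 to 22.3) in CDS peaks, whose median length was 83 nt.

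**Figure D3:**
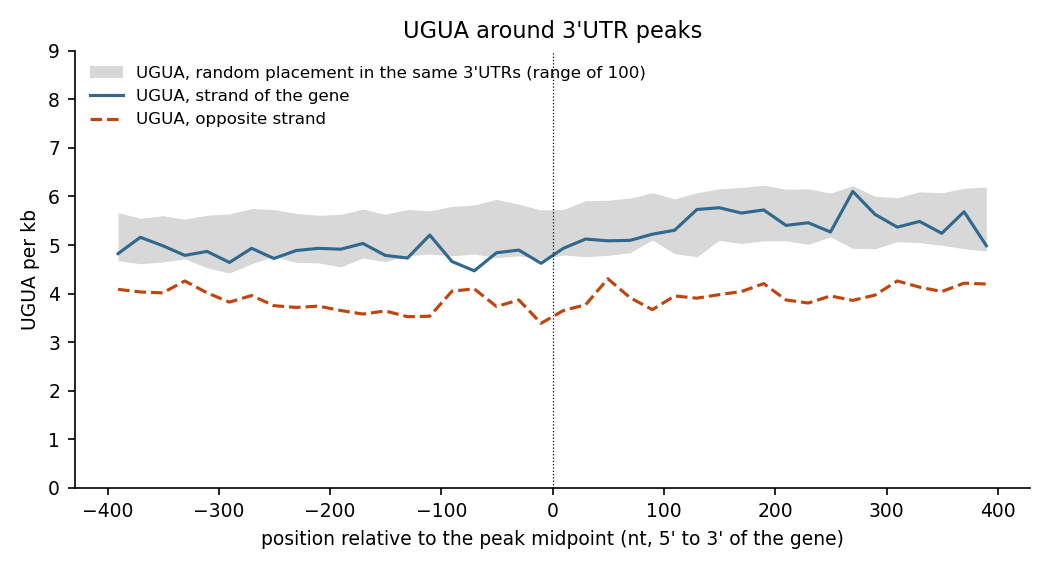
UGUA per kb by position from the midpoint of 3'UTR peaks (nt, 5' to 3' of the gene), on the strand of the gene (blue) and on the opposite strand (dashed orange), with the range of 100 random placements in the same 3'UTRs (grey). No rise is seen at the midpoint, and between 100 and 300 nt downstream the density was 5.60 per kb against a random range of 5.33 to 5.76.

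To ask whether 3'UTR peaks lay at 3' ends, the distance from each midpoint to the nearest annotated transcript end of the gene was taken. It was counted along the genome, introns included, in either direction, and 75.1% of midpoints lay upstream of that end. The median distance was 871 nt, above the range of 700 to 780 nt of the medians from random placement in the same 3'UTRs. Within 150 nt of an end lay 17.3% of peaks (16.4 to 18.4), against a random mean of 18.3% (17.1 to 19.8). Within 50 nt lay 6.87%, under every random placement (6.98 to 8.70), and within 300 nt 27.6%, also under every one (28.1 to 30.9). The former depended on the cut: from 0 to 49 nt the share was 6.76%, inside the random range of 6.72 to 8.57. The share within 150 nt is followed here by that for higher peaks. For peaks of 5 or more steps the share within 150 nt was 18.3% (17.1 to 19.6), against 19.4% (17.9 to 21.6). The alternative that moved the share most was the use of 1 transcript per gene, at 5.42% (4.65 to 6.27).

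Because the study singled out ubiquitin-mediated proteolysis, genes with symbols starting with UBE2, which encode ubiquitin-conjugating enzymes, were examined as a list. Of 14 such genes with any exonic peak, 9 (64.3%, 35.1 to 87.2) had a 3'UTR peak. Random lists matched on 3'UTR length had a median of 64.3% (42.9 to 85.7), and the list stood at percentile 44.6 of them. Of 14 cleavage and polyadenylation factor genes with any exonic peak, 9 had a 3'UTR peak as well, at percentile 58.2. Over all 4388 genes with an exonic peak the share was 62.1% (60.7 to 63.6). The background of all protein-coding genes with a 3'UTR moved both lists most. It gave 25% (12.1 to 42.2) for the 36 UBE2 genes, at percentile 92.7, and 40.9% (20.7 to 63.6) for the 22 factor genes, at percentile 99.5.

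UBE2D3 (chromosome 4, 102794383 to 102868896, minus strand) held 12 peaks, of which 3 were assigned to its 3'UTRs, all with an FDR of 1. They lay at 102797405 to 102797452 (fold enrichment 2.37, 8 steps), 102799388 to 102799448 (2.44, 8 steps) and 102802558 to 102802672 (1.61, 3 steps). The midpoints of all 3 also lay in CDS of other UBE2D3 transcripts, so that with CDS in precedence the gene had 0 3'UTR peaks. Together they held 1 UGUA. Of the other peaks of the gene, 7 were intronic, with at most 3 steps, and 2 lay in the 5'UTR.

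**Figure D4:**
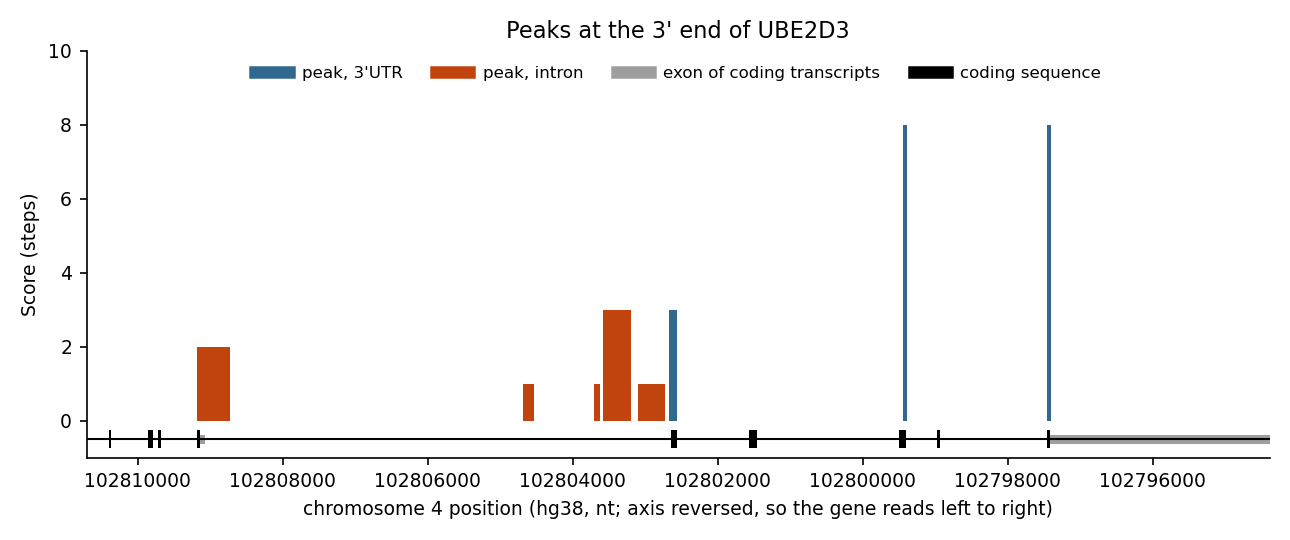
Peaks at the 3' end of UBE2D3 by chromosome 4 position (hg38, nt, axis reversed) and Score in steps, with 3'UTR peaks in blue and intron peaks in orange above the exons (grey) and CDS (black) of its coding transcripts. All 3 peaks assigned to 3'UTRs have midpoints in CDS of another transcript, and the tallest reach 8 steps.

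UBE2N had 1 3'UTR peak (chromosome 12, 93409550 to 93409606, fold enrichment 2.48, 7 steps) and UBE2J1 had 1 (chromosome 6, 89329615 to 89329662, fold enrichment 1.94, 7 steps), neither with UGUA and both with an FDR of 1. NUDT21 itself had 3 3'UTR peaks, and 2 of them held UGUA. The highest by fold enrichment lay at chromosome 16, 56431521 to 56431593 (1.79, 5 steps), while the others had 1.77 and 6 steps each. CPSF6, which encodes a partner of NUDT21, had 25 peaks, 12 of them in 3'UTRs. The highest of these by fold enrichment lay at chromosome 12, 69258710 to 69259125 (3.94, 15 steps, FDR 1), and 4 of the 12 also lay in CDS of other transcripts.

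Among the other genes named in advance, HMGB2 had the highest 3'UTR peak, at chromosome 4, 173331744 to 173332240, with fold enrichment 5.66, an FDR of 0.0518 and 6 UGUA. HMGA1 had 1 3'UTR peak (chromosome 6, 34245868 to 34246059, fold enrichment 2.62). MYC had 1 peak, in CDS (chromosome 8, 127738918 to 127738987, fold enrichment 1.88), and CDK1 had 1, in a noncoding exon (chromosome 10, 60785786 to 60785865, fold enrichment 2.11). BCL2 had 2 peaks, both intronic, at chromosome 18, 63300781 to 63301143 (fold enrichment 1.39, 2 steps) and 63301257 to 63301619 (1.17, 1 step), with starts 476 nt apart.

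The highest fold enrichment among peaks with an FDR under 0.05 was 7.14, in the 5'UTR of HSP90B1 (chromosome 12, 103931534 to 103931662). RPS24 followed in CDS (chromosome 10, 78037197 to 78037356, 6.89). The next 3 were assigned to 3'UTRs: SRSF11 (chromosome 1, 70250383 to 70250515, 6.57), LUC7L3 (chromosome 17, 50745755 to 50746034, 6.52) and NUCB2 (chromosome 11, 17315424 to 17315510, 6.45). Peaks in CDS of SRRM1 (chromosome 1, 24666887 to 24666963, 6.30), ANP32B (chromosome 9, 97998621 to 97998717, 6.13) and ARGLU1 (chromosome 13, 106544027 to 106544149, 5.997) came after these. The list of 10 ended with the 5'UTR of NAP1L1 (chromosome 12, 76084530 to 76084652, 5.85) and a 3'UTR of DNMT1 (chromosome 19, 10162629 to 10162737, 5.85). With CDS in precedence, all 4 of these 3'UTR peaks, and that of HSP90B1, were in CDS. The same held for the other 3'UTR peaks with an FDR under 0.05.

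The genes with most 3'UTR peaks were IGF2R with 27, ANKRD11 with 25, PANK3 and PTAR1 with 22 each, and DNMT1 and SPEN with 20 each. With CDS in precedence, these counts were 3 for IGF2R, 0 for ANKRD11, 22 for both PANK3 and PTAR1, and 1 each for DNMT1 and SPEN.

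Neighbouring peaks had a preferred spacing. Starts of neighbouring peaks were exactly 476 nt apart in 2001 of 20471 pairs, and in 1781 of these the lengths were equal. The next most common distance occurred in 22 pairs. A partner at 476 nt was found for 31.6% (30.7 to 32.4) of peaks of 4 steps or fewer and for 3.34% (2.97 to 3.74) of peaks of 5 or more steps. At each of 20 distances near 476 nt, at most 0.0930% of peaks of 4 steps or fewer had a partner.

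**Figure D5:**
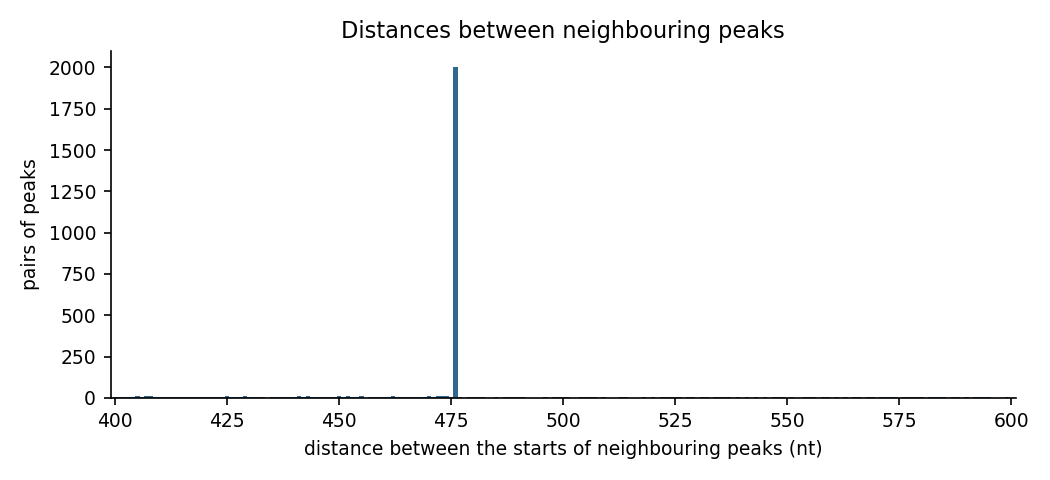
Number of pairs of neighbouring peaks at each distance between their starts, from 400 to 600 nt. The 2001 pairs at 476 nt form a single spike, while no other distance anywhere in the list had more than 22 pairs.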

Values the study reported

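The study reported 20,499 eCLIP peaks for NUDT21 in this cell line. It placed 42% of them in 3'UTRs and found UGUA in about 56% of the peaks.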

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

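Of the tests in this part, the count of peaks with 5 or more steps was chosen after the result had been seen. The comparison of the median Score was chosen before.

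The list held 6 peaks on 4 sequences outside the main chromosomes: a patch, alternate versions of parts of chromosomes 22 and 7, and a scaffold with no fixed position. They drew attention because they are a signal in data that no comparison of the report uses. A technical explanation is that reads shared with the main chromosomes were placed there by chance, which would leave low peaks. Their median of 3.5 steps stood beside a median of 3 for the whole list, and with so few peaks this decides nothing, so reads shared with other copies remain open. Another is that a low background alone made the calls, as peaks of 4 steps or fewer would show. Against this as the whole cause, 3 of the 6 peaks had 5 or more steps, at 5, 10 and 27 steps. Peaks of 5 and 2 steps on the same alternate sequence, starting at 824036 and 824512, were 476 nt apart, the spacing found throughout the list. No biological explanation was tested.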

How the results depend on the processing

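Of the tests in this part, the limits of 2 and 5 Score steps, the limit of 5 steps together with CDS in precedence, the omission of nonsense-mediated decay transcripts, the placements of exonic peaks alone and all those of the strand ratio in peaks over that outside were chosen after the data had been seen. The UGUA density ratio in 3'UTR peaks lay under 1, from 0.726 to 0.968, in every alternative run except 5 or more steps together with CDS in precedence, where it reversed to 1.06 (0.995 to 1.14). Its interval also reached above 1 with an FDR under 0.05 and with CDS in precedence alone. The share near 3' ends moved with the distance, with CDS in precedence and with 1 transcript per gene, and by less than its interval under the filters on peaks. The list shares moved by less than their intervals except the UBE2 share in all protein-coding genes, which was 25%. In all, 50 values moved, 5 reversed and 57 stayed within their intervals, or within 1.5 times for counts.

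With an FDR under 0.05, there were 19 peaks, 31.6% of them in 3'UTRs of 5 genes. The density ratio was 0.726, the gene strand to opposite strand ratio 4 (2.34 times that outside), the share with UGUA 66.7% and the fold enrichment ratio 1.08. These rest on 6 3'UTR peaks, all of which lay in CDS when CDS took precedence, and both facts limit what the values can show. Neither gene list had a member with a peak, so no list value was had. At or above the median fold enrichment there were 10579 peaks, 40.6% in 3'UTRs, 35.6% of these with UGUA, and the fold enrichment ratio was 1.00. A fold enrichment of at least 2 left 7787 peaks. These counts are smaller by the construction of the filters.

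With 2 or more steps there were 13283 peaks, 36.6% in 3'UTRs, 38.6% of these with UGUA, and the fold enrichment ratio was 1.09. With 5 or more steps there were 8677 peaks, 42.8% in 3'UTRs of 1625 genes. The strand ratio was then 1.38 and the share with UGUA 31.3%, on shorter peaks, and the fold enrichment ratio reversed to 0.969. Fold enrichment is computed from Score, so a limit on steps narrows that ratio by construction. The cause of its reversal was not tested. With CDS in precedence as well, the strand ratio was 1.65, which is 1.17 times that outside, and the cause of these shifts was not tested either.

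Any overlap with a 3'UTR gave 31.5% of peaks, 43.0% of these with UGUA, and a fold enrichment ratio of 1.49. CDS in precedence gave 18.3% in 3'UTRs, a strand ratio of 1.41, a share with UGUA of 50.3%, a share near 3' ends of 19.2% and a fold enrichment ratio of 1.42. For 1 transcript per gene the same values were 15.6%, 1.42, 49.3%, 5.42% and 1.43. Fewer annotated ends lower the share near 3' ends by construction. Without nonsense-mediated decay transcripts the 3'UTR share was 19.2%, the strand ratio 1.40, the share with UGUA 49.0% and the fold enrichment ratio 1.45. The cause of these shifts was not tested beyond the overlap of 3'UTRs with CDS given in the report.

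The share with UGUA was 35.1% in the central 100 nt and 59.4% after extension by 50 nt, as window length sets it by construction. UGUAA or UGUAU gave a share of 28.6% and a density ratio of 0.907. The mean strand ratio of the 11 other orders was 1.12. Within 50 nt and 300 nt of an end lay 6.87% and 27.6% of peaks. The ratio of the 3'UTR share to random placement reversed from 3.34 in gene bodies to 0.653 in exons, which is under 1 by construction, as intron peaks count in the measured share only. With exonic peaks alone placed in exons it was 1.08, and it reversed to 0.924 among peaks in UTRs and CDS and to 0.889 with CDS in precedence, so the direction within exons is not settled.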

Other observations

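Of the tests in this part, the share of peaks of 1 step in introns, the long background window and the length of the 3'UTRs were chosen before their results were seen. The density ratio with CDS in precedence was also fixed in advance, as an alternative, though its reading as a test was worded after its value was known. All the others were chosen after. They were the recalculated p-values, the spacing of 476 nt, and the tests of UGUA density by Score and by Score and CDS together. The tests of the strand ratio by Score, by CDS and by both together, of the downstream flank and of mature RNA were also among them. Checks prepared in advance for a UGUA excess in peaks, on base composition, strand and position near 3' ends, had no excess to explain. The comparisons with the other base orders and with the opposite strand are in the report; the one by position was not carried out. No biological explanation was tested for any pattern here, since the peak list holds 1 library.

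The 3'UTR share here was 27.3%. That is lower than the value quoted from the study above. The share depended on the peaks included: it was 40.6% at or above the median fold enrichment and 42.8% at 5 or more steps. It also depended on the assignment to regions. Any overlap with a 3'UTR gave 31.5%. Other choices moved it farther from the quoted value: 19.2% without nonsense-mediated decay transcripts, 18.3% with CDS in precedence and 15.6% with 1 transcript per gene. The annotation and the order of precedence behind the quoted value were not stated, so the cause of the difference was not tested.

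A total of 11555 peaks shared 1 p-value. A Poisson tail taken at the whole part of Score, with the background implied by fold enrichment and Score, returned the p-values of 100% of peaks. A p-value counted as returned if it was within 0.1% of log10 p. At a background of 0.048, found in 12310 peaks (60.1%), any Score under 1 gives the p-value of 0.0469, whatever the number of steps. Of the peaks of 4 steps or fewer, whose Score is under 1, 97.7% had this background. A doubled background would give 0.0915, past the threshold. This is consistent with p-values computed on a scaled-down pileup, in which 1 to 4 steps count the same, so that a low background and not the signal brings such a peak into the list. Counts were also made with 1 step as 1 read, the background scaled up to match, and the Poisson chance of at least that many reads. By these, 13283 peaks (64.8%) would have p-values under 0.05 and none of the 7216 peaks of 1 step would. A total of 6262 would be under 1e-05, against 129 in the list. The tail that returned the deposited p-values is the chance of more than the whole part of Score. The counts thus change the tail as well as the scale, and cannot show what the scale alone does. The read scale with the deposited tail was not run. That scale was not stated and remains a hypothesis.

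Neighbouring peaks 476 nt apart may mark the edges of the short background window: 476 nt is the distance from the centre of a window of 1000 nt to its edge, less the 24 nt that half-spans the shortest peak of 48 nt. The partner share of 31.6% in peaks of 4 steps or fewer, against 3.34% in peaks of 5 or more steps, is in line with this. The same reasoning names 4976 nt for the window of 10000 nt. There 0.541% (0.417 to 0.691) of peaks of 4 steps or fewer had a partner, against at most 0.0254% at distances near it. The most common gaps between neighbouring peaks were 48 nt (755 pairs), 524 nt (139 pairs) and 1000 nt (87 pairs). A candidate explanation is that many of these peaks trace gaps between single background reads. The UBE2D3 intron peaks starting at 102802721 and 102803197, and both BCL2 peaks, have this spacing.

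Peaks of 1 step lay in introns in 66.5% of cases (65.4 to 67.6), against 22.6% (21.9 to 23.3) for peaks of more steps. This is consistent with unspliced RNA as background, and a low background count in introns would give the same. Their UGUA density ratio in 3'UTRs was 0.962 (0.888 to 1.04). Since peaks of more steps were no richer in UGUA either, this value does not tell background reads from bound RNA.

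UGUA was no denser in 3'UTR peaks as a whole than outside them, although it is the motif of NUDT21. Peaks of few steps do not account for this alone, since peaks of 5 or more steps had a ratio of 0.930 (0.871 to 0.9904). At that limit UGUA stood above the 11 other orders, which lay from 0.798 to 0.906, while over all peaks it stood within their range. Its own ratio did not rise, as over all peaks it was 0.948. UUAG and AUGU, which stood above it over all peaks, fell from 0.966 to 0.798 and from 0.955 to 0.877. With CDS in precedence the ratio of UGUA was 0.968 (0.929 to 1.01), an interval that includes 1. The reading of that test was worded after its value was known. It cannot exclude CDS inside annotated 3'UTRs as a cause. Parts of the kept peaks in CDS were still counted, while all CDS was left out of the sequence outside. At 5 or more steps with CDS in precedence the ratio was 1.06 (0.995 to 1.14), above all 11 other orders, of which the highest was 1.01. That interval includes 1, so a small excess hidden by peaks of few steps and CDS together remains open. An excess of UGUA downstream of the peak midpoint is not seen either, though the list gave no crosslinked positions. The density 100 to 300 nt downstream was 5.60 per kb, within the random range of 5.33 to 5.76. In bins of 20 nt from 0 to 99 nt downstream it was 4.93 to 5.22, each within its random range. At 100 to 300 nt upstream it was 4.88, under the random range of 5.02 to 5.41. Also open is that peaks follow the amount of mature RNA more than the motif. The 3'UTR share of exonic peaks was 1.08 times that of random placement in exons, but 0.924 times among peaks in UTRs and CDS and 0.889 times with CDS in precedence. Among peaks in UTRs and CDS with CDS in precedence it was 0.761 times. At 5 or more steps the values in the same order were 1.08, 0.878, 0.776 and 0.633 times. The ratio for CDS was above 1 in each of these settings, from 1.29 to 1.83. The 3'UTR ratio was above 1 only among exonic peaks with 3'UTRs in precedence. As its side of 1 depended on what was counted, it decides nothing about mature RNA. The reading of this test was worded after its values were known. RNA abundance was not analysed here, so weak binding at many sites stays open as well.

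Relative to the opposite strand, UGUA leaned to the gene strand in peaks more than outside, while 11 other orders of its bases leaned less; over all 3'UTR peaks the value of 1.04 (0.987 to 1.09) was within its interval of 1. Peaks of few steps do not account for it, since at 5 or more steps it was 1.09 (1.01 to 1.18). CDS in precedence over all peaks gave 1.04 (0.982 to 1.09), which decides nothing. At 5 or more steps it gave 1.17 (1.07 to 1.28), so peaks with midpoints in CDS are not the cause there. Parts of the kept peaks that lay in CDS were still counted. A candidate explanation is that NUDT21 bound part of the higher 3'UTR peaks through UGUA. The strand ratio in peaks did not rise steadily with Score, however. It was 1.33 (1.18 to 1.48) at 1 step and 1.18 (1.09 to 1.27) at 2 to 4 steps. It was then 1.39 (1.26 to 1.53) at 5 to 8 steps, 1.37 (1.21 to 1.55) at 9 to 16 and 1.28 (0.928 to 1.72) at 17 or more. Against a firm reading, other settings of the strand ratio in peaks over that outside gave values nearer 1, with intervals that include 1. These were 1.01 (0.941 to 1.07) for UGUAA or UGUAU and 1.02 (0.979 to 1.06) after extension by 50 nt. At 2 or more steps it was 1.03 (0.970 to 1.08), and at or above the median fold enrichment 1.03 (0.973 to 1.10). With 1 transcript per gene it was 1.03 (0.960 to 1.09), and without nonsense-mediated decay transcripts 1.03 (0.974 to 1.09). With any overlap it was 1.04 (0.989 to 1.08), where UUAG reached 1.03. The central 100 nt of a peak went the other way, at 1.06 (0.997 to 1.12), an interval that still includes 1. Much of the lean came from a density ratio of 0.911 (0.844 to 0.977) on the opposite strand, where no RNA of the gene is read, and the intervals allow for no search over settings. A difference in base composition between peaks and other sequence was compared only through the other orders.

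The share of 3'UTR peaks within 150 nt of an annotated 3' end, 17.3%, needs no pull towards ends beyond the length of the 3'UTRs, since random placements in the same 3'UTRs reached up to 19.8%. Length alone does not give the whole pattern. The share within 300 nt, 27.6%, was under every random placement, and the median distance of 871 nt was above every random median. The share within 50 nt, 6.87%, was also under every one, but this depended on the cut. From 0 to 49 nt it was 6.76%, inside the random range of 6.72 to 8.57. By the wider distance and the median, peaks lay somewhat farther from ends than at random, in genomic distance with introns counted. The cause was not tested. Of the 3'UTR peaks 33.0% also lay in CDS of another transcript. With CDS in precedence the share within 150 nt was 19.2%, and random placement was not run for that setting. The comparison thus does not separate position in 3'UTRs from overlap with CDS. The share within 150 nt rose with Score, from 14.1% (11.6 to 16.8) at 1 step to 16.3% (14.2 to 18.5) at 2 to 4 steps. It was 17.9% (16.4 to 19.6) at 5 to 8 steps and 18.3% (16.2 to 20.5) at 9 to 16 steps. In peaks of 17 or more steps it was 26.3% (18.6 to 35.2), from 118 3'UTR peaks. Random placement was not run for these classes, so whether the rise goes beyond 3'UTR length stays open. For all peaks of 5 or more steps the share, 18.3%, was within the random range of 17.9 to 21.6.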
